A study of Mus musculus with 8 samples. Its data were reported in "RIF1 regulates early replication timing in murine B cells" (2023).

How the data were processed

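Replication initiation sites (ISs) were measured by short nascent strand sequencing (SNS-seq) in CH12 cells, a mouse B cell lymphoma line. SNS-seq enriches short, newly made leading strands that carry an RNA primer and are protected from an exonuclease, so read density at an IS reflects how often replication starts there in the cell population. The 8 libraries fall into 4 groups of 2 libraries each, per the labels: WT cells, Rif1-knockout cells (Rif1KO), and Rif1-knockout cells carrying a hairpin against LacZ (Rif1KO_shLacZ) or against Mcm6 (Rif1KO_shMcm6).

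The authors trimmed the reads with trim_galore, aligned them to mm9 with bowtie keeping uniquely aligned reads, and called peaks per replicate with MACS without an input library. Consensus peaks of the replicates of a condition were made with BedTools, grouped with ClusterScan, and kept only inside a cluster. The peak sets of the conditions of each contrast were then merged. Unique alignment leaves repeats out, the absence of an input leaves differences in DNA content in the densities, and the filter on clusters removes isolated sites.

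The 6 processed files hold 4 lists of ISs, 1 per condition, and 2 merged tables, 1 per contrast. In the merged tables the deposited values are log2 RPM (reads scaled to 1000000), 1 value per condition with both replicates pooled, and the linear values sum to 1000000 in each column. The authors therefore scaled to the reads inside the ISs of that table, and another scaling, to reads in ISs, is identical to the deposited scale. Other deposited columns, which are neither counts nor densities, give the authors' category of fold change and the number of peaks merged into an IS, and carry no score. On the linear scale each deposited value, stored as log2, was a whole multiple of the value of 1 read for 100% of ISs, so the pooled reads behind each IS were recovered. They served to simulate counting error. They carry no replicate information, because how the replicates were pooled is not stated, so no test across replicates was made. The tests of single ISs planned with count models or limma, the fits without a replicate, the fits with a replicate block, the split of density and fold change between replicates, and the alternatives ranked by peak score could not be run. Tests here compare pooled libraries and ISs within them, not replicate cultures.

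The log2 fold change of an IS was the treated minus the control value. Following the study, a 1.5-fold threshold in either direction defined a changed IS, and ISs were ranked into 5 classes of equal size by fold change, class 1 the lowest. Intervals on shares are 95% Wilson intervals. The share expected from read sampling by itself came from 100 simulations, in which Poisson reads were drawn for both conditions from the pooled share of each IS. Sequencing reads include PCR copies, so intervals and simulations cover counting error only. Correlations are Spearman's rho across ISs, which are not independent replicates, with 95% intervals from 200 resamplings of whole chromosomes. Clustering of fold changes along the genome was the correlation of each IS with the median of the other ISs within 500 kb, given at least 3 such neighbours, set against 1000 permutations of ISs within chromosomes. Fold changes of both contrasts were compared at ISs that overlapped exactly 1 IS of the other table, against 1000 circular shifts along each chromosome. Both permutation tests were two-sided. Overlaps of IS lists used at least 1 bp, with expected values from 20 random shifts of a list. ISs on mitochondrial DNA were left out of correlations, gene annotation and named ISs.

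Each chromosome was split recursively where the mean fold change on both sides of a position differed by a t of at least 12, with at least 30 ISs and 5 Mb on each side, the length counted up to the nearest IS across the split. A segment whose median lay more than 0.25 (log2) from the median of the table is called a block. The distal block of chromosome 15 spans 4.96 Mb between its own ISs, so its inner edge lies at the limit of the length rule. Both rules were set after the fold changes had been seen. GC content came from the NCBIM37 sequence, which is mm9, and 0 ISs lay past a chromosome end. Gene context came from the GENCODE annotation of that build, with 22350 protein-coding genes. An IS within 1 kb of a transcription start site (TSS) of a protein-coding transcript counted as a promoter IS. ISs named in the text were fixed by a rule: for each contrast, the 3 with the highest and the 3 with the lowest fold change among ISs with a mean density at or above the median of the table.

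The comparisons, the rule for named ISs and a set of other settings to try were fixed before the data were examined. Settings using blocks, divided control reads or reduced depth, and the alternatives for gene context and chromosomes, were added afterwards. Alternatives covered thresholds, centring, a filter on low densities, a pseudocount, chromosomes, width, ISs called in both conditions, window size and the trend of fold change with mean density, removed with 50 bins. The statistics were tested on simulated data. A shift of 0.40 (log2) was planted on chromosome 10. Measured over the 2108 planted ISs themselves it was 0.40, which does not test the splitting. The edge found by splitting lay 0.363 Mb from the true position. With independent counting noise, 0 splits arose on the other chromosomes over 36414 ISs. Real fold changes are correlated along the genome, which this simulation left out. In Rif1KO against WT, chromosomes 4 and 5 were split without giving a block. Recovery of reads gave 100% of 39113 simulated values. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used. Replication timing, histone marks and expression are not analysed here.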

Results

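SNS-seq was used to ask how loss of RIF1, and depletion of the helicase subunit MCM6 in cells without RIF1, change the use of replication initiation sites in CH12 B cells. Of the 8 libraries, 2 were from each of the groups WT, Rif1KO, Rif1KO_shLacZ and Rif1KO_shMcm6. The files hold 1 pooled value per condition, so the values below have no replicate error, and counting error is given in its place. In the table of Rif1KO against WT, 3350255 WT reads and 3724571 Rif1KO reads lay inside ISs, with medians of 73 and 82 reads per IS. The table of Rif1KO_shMcm6 against Rif1KO_shLacZ was deeper, with 23602750 and 21071351 reads and medians of 160 and 141 reads per IS. The tables were scaled separately, so densities were compared within a table unless stated.

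The lists of ISs differed in size between groups. WT cells had 25828 ISs with a median width of 418 bp, and Rif1KO cells had 33600 with a median width of 438 bp. Rif1KO_shLacZ cells had 100612 ISs and Rif1KO_shMcm6 cells 115766, with median widths of 528 and 586 bp. Of the WT ISs, 78.6% (95% interval 78.0 to 79.0%) overlapped a Rif1KO IS, against 1.32% after random shifts. Of the Rif1KO ISs, 60.3% overlapped a WT IS. Between the hairpin groups, 85.7% of Rif1KO_shLacZ ISs overlapped a Rif1KO_shMcm6 IS, against 5.48% after shifts, and 74.0% overlapped in the other direction. The same genotype measured with and without the control hairpin shared 79.8% of the Rif1KO ISs but 26.3% of the Rif1KO_shLacZ ISs, whose list was 2.99 times as long. Requiring an overlap of 50% of both ISs lowered the first of these shares to 67.1%, the largest move among the overlaps tried this way. Of the WT ISs, 78.2% overlapped a Rif1KO_shLacZ IS, so the share of 79.8% does not set the same genotype apart.

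Merging gave 39116 ISs for Rif1KO against WT, of which 20231 were called in both conditions, 5540 in WT cells only and 13345 in Rif1KO cells only. Log2 densities of both conditions had a Pearson's r of 0.882 across ISs. At the 1.5-fold threshold 886 ISs were higher in Rif1KO cells (2.3%, 95% Wilson interval 2.12 to 2.42%) and 1055 were lower (2.70%, 2.54 to 2.86%). Together they made up 4.96% of ISs. Sampling of the reads by itself gave 1.78% (range 1.62 to 1.98% over 100 simulations). The alternative that moved this share most was the threshold, and at a log2 threshold of 0.32 in place of 0.58, 24.1% of ISs counted as changed. The standard deviation of the log2 fold change was 0.29, against 0.24 from sampling.

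Most changed ISs of this contrast lay in 4 blocks on chromosomes 10, 15 and 16, in which fold changes were shifted together. On chromosome 10, the 2038 ISs between 53664453 and 129981296 (mm9) had a median log2 fold change of -0.45. On chromosome 15, 574 ISs between 39485395 and 54781423 had a median of 0.48, and 226 ISs between 98507271 and 103467430 had a median of 0.44. On chromosome 16 the whole set of 2174 ISs, from 3479096 to 98171419, had a median of 0.33. The blocks held 12.8% of ISs but 58.9% of the changed ones, with 61.7% of the higher and 56.6% of the lower ISs. Outside the blocks 2.34% of ISs were changed (95% interval 2.18 to 2.5%), which exceeded the 1.78% that sampling gave there, with a highest simulation of 1.98%. The 16 autosomes without a block had medians between -0.03 and 0.05.

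**Figure D1:**
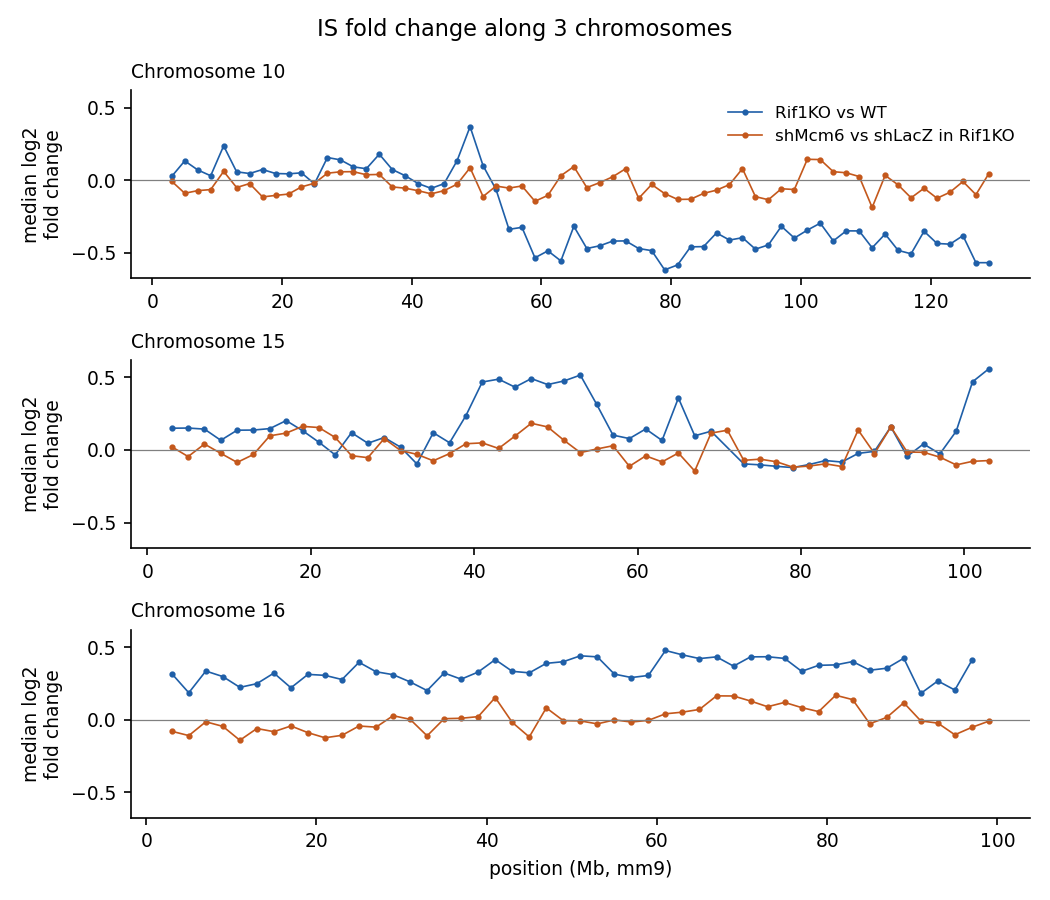
Median log2 fold change of ISs in windows of 2 Mb with at least 5 ISs (y axis) along chromosomes 10, 15 and 16 (x axis, position in Mb), for Rif1KO against WT (blue) and for Rif1KO_shMcm6 against Rif1KO_shLacZ (orange). The blue line is low along distal chromosome 10 (block median -0.45), high in 2 segments of chromosome 15 (0.48 and 0.44) and high along chromosome 16 (0.33), and the orange line stays near 0.

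MCM6 depletion in Rif1KO cells was compared over 129937 ISs, of which 85457 were called in both conditions, 14417 in Rif1KO_shLacZ cells only and 30063 in Rif1KO_shMcm6 cells only. Pearson's r of the log2 densities was 0.891. At the 1.5-fold threshold 6231 ISs were higher (4.80%, 95% Wilson interval 4.68 to 4.91%) and 1962 were lower (1.51%, 1.45 to 1.58%). Together they made up 6.31% of ISs, against 0.274% from sampling. No segment met the rule for a block, and autosomal medians lay between -0.04 and 0.03. Higher ISs were concentrated among those called in Rif1KO_shMcm6 cells only, where 16.8% were higher and 0.203% were lower. Among ISs called in Rif1KO_shLacZ cells only it was the other way round, with 0.562% higher and 8.73% lower. Among ISs called in both conditions, 1.30% were higher (1.22 to 1.37%) and 0.751% were lower (0.696 to 0.811%), a ratio of 1.73. Being called in both conditions, or in only 1 of them, itself depends on the fold change. At the 31563 ISs also found in the table of Rif1KO against WT the order was the opposite, with 286 higher (0.906%, 0.807 to 1.02%) and 476 lower (1.51%, 1.38 to 1.65%). In the Rif1KO against WT table, ISs called in both conditions were more often lower, with 0.425% higher and 1.29% lower.

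**Figure D2:**
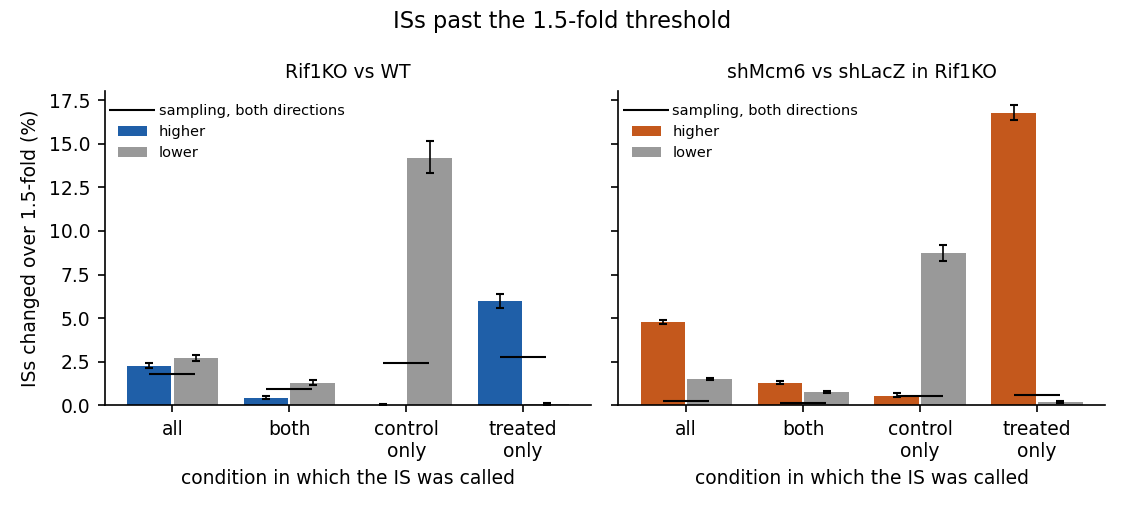
Percentage of ISs changed over 1.5-fold (y axis), split by the condition in which the IS was called (x axis), for both contrasts. Coloured bars are higher and grey bars lower ISs in the treated group with 95% Wilson intervals, and black lines give the share from read sampling in both directions; among ISs called in Rif1KO_shMcm6 cells only, 16.8% were higher.

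Density was compared between the classes of fold change, as in the study. In WT cells the median density was 4.60 log2 RPM in class 1, with the lowest fold changes, and 4.09 in class 5, with the highest. Rif1KO densities were 4.21 in class 1, highest in class 3 at 4.56, and 4.50 in class 5. In WT cells class 2 had the same median as class 1. In Rif1KO_shLacZ cells the median was 2.89 in class 1, highest in class 2 at 2.98, and 2.25 in class 5. In Rif1KO_shMcm6 cells it was 2.52 in class 1, highest in class 3 at 2.87, and 2.71 in class 5. Control density correlated negatively with fold change, with a rho of -0.319 (chromosome interval -0.377 to -0.278) for Rif1KO against WT and -0.311 (-0.323 to -0.295) for MCM6 depletion. A fold change shares the counting error of its own control value. Simulated ISs with no change gave a rho of -0.219 at the depth of the first table and -0.135 at that of the second. With control reads divided at random, density taken from one part and fold change from the other, rho was -0.115 (-0.182 to -0.060) and -0.219 (-0.229 to -0.207). Ranked on the treated density, rho changed sign to 0.179 and 0.0991.

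**Figure D3:**
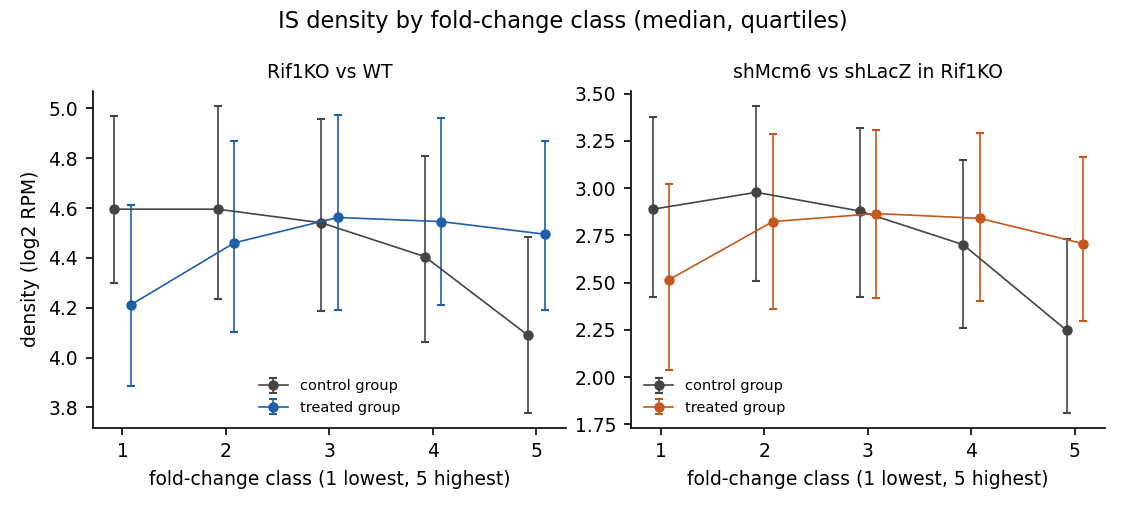
Density of ISs in log2 RPM (y axis, median with quartiles, axes not starting at 0) in the control and treated groups by class of fold change (x axis, class 1 lowest) for both contrasts. Control medians are lower in class 5 than in class 1 (4.09 against 4.60, and 2.25 against 2.89) and highest in class 2 at 2.98 in the second contrast, while treated medians are higher in class 5 than in class 1.

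Gene context differed between the classes. In Rif1KO against WT, 14.3% of class 1 ISs (95% Wilson interval 13.6 to 15.1%) lay within 1 kb of a TSS, against 2.72% of class 5 (2.38 to 3.11%). Intergenic ISs rose from 48.8% to 67.4%. Median GC content fell from 50.4% to 43.1%, and the median number of protein-coding genes within 500 kb fell from 10 to 4. After MCM6 depletion, promoter ISs made up 7.03% of class 1 and 5.02% of class 5, and intergenic ISs 57.9% and 66.5%. The promoter share was already 5.09% in class 2 and was lowest in class 4 at 4.53%. Fold change correlated with GC content at a rho of -0.319 in the first contrast and -0.167 in the second, and with gene number at -0.272 and -0.192. Outside the blocks the first contrast gave -0.329 for GC content and -0.279 for gene number.

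**Figure D4:**
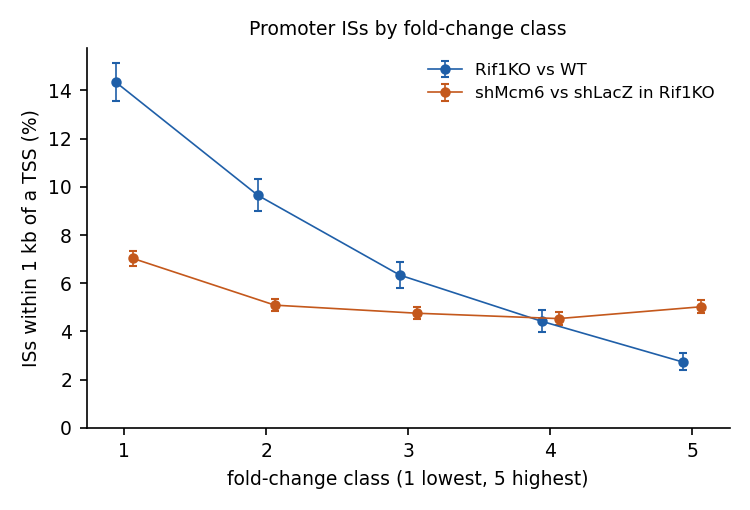
Percentage of ISs within 1 kb of a TSS (y axis) by class of fold change (x axis, class 1 lowest) for Rif1KO against WT (blue) and MCM6 depletion in Rif1KO cells (orange), with 95% Wilson intervals. The share falls from 14.3% to 2.72% in the first contrast. In the second it is 7.03% in class 1, 5.09% in class 2, lowest in class 4 at 4.53%, and 5.02% in class 5.

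Neighbouring ISs changed together. The correlation of each fold change with the median of its neighbours within 500 kb was 0.475 for Rif1KO against WT, over 38835 ISs. Permutation within chromosomes gave a median of 0.283, which is above 0 because chromosomes differ, and a highest value of 0.296 (permutation p = 0.001, the smallest 1000 permutations can give). Outside the blocks the correlation was 0.299, with a permuted median of 0.0495. After MCM6 depletion it was 0.252 over 129910 ISs, against a permuted median of 0.0231 and the same permutation p of 0.001.

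At 31563 ISs present in both tables, fold changes after RIF1 loss and after MCM6 depletion correlated at a rho of 0.125. Circular shifts gave a median of 0.0268 and a highest value of 0.0553 (permutation p = 0.001, again the smallest possible). For medians of 3939 windows of 500 kb, the setting that moved it most, rho was 0.326 against a shifted median of 0.0427. The contrasts share no library. Of 30161 shared ISs unchanged in Rif1KO cells, 0.852% were higher (95% Wilson interval 0.754 to 0.962%) and 1.48% were lower (1.35 to 1.62%) after MCM6 depletion. Of 688 that were lower in Rif1KO cells, both shares were above these, with 3.05% higher (2.0 to 4.62%) and 4.51% lower (3.19 to 6.32%). Of 714 that were higher in Rif1KO cells, 8 were higher, a share of 1.12% (0.569 to 2.2%) that did not differ from that of unchanged ISs within its interval, and 0 were lower (upper limit 0.535%).

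The named ISs of Rif1KO against WT lay mostly in the blocks. The highest was at chromosome 15, 49120794 to 49121749, intergenic and 497185 bp from the nearest protein-coding TSS (Csmd3), with a log2 fold change of 1.07 ± 0.20 (counting SE, 73 WT and 170 Rif1KO reads). Next were chromosome 16, 71506435 to 71507099 (1.04 ± 0.23), and chromosome 15, 47399898 to 47400706 (1.02 ± 0.18), both intergenic. The lowest was at chromosome 10, 126971382 to 126972148, over the TSS of Nxph4 with exon, UTR and intron sequence (-1.24 ± 0.16, 257 and 121 reads), followed by an intergenic IS 1943 bp upstream of it at 126973558 to 126973959 (-1.19 ± 0.23). The third, at chromosome 3, 100914065 to 100914660, was outside the blocks and covered exon and UTR sequence at the TSS of Ptgfrn (-1.14 ± 0.23, 119 and 60 reads).

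After MCM6 depletion the highest ISs were intronic. They lay in Tbc1d5 at chromosome 17, 51098712 to 51100008 (2.36 ± 0.17, 84 Rif1KO_shLacZ and 484 Rif1KO_shMcm6 reads), in Epha3 at chromosome 16, 63833382 to 63834317 (2.29 ± 0.18), and in Sema3d at chromosome 5, 12480767 to 12481828 (2.14 ± 0.12). The lowest were at promoters. They were at Rnf111 on chromosome 9, 70350594 to 70351242, in exon, UTR and intron sequence 289 bp from the TSS (-1.20 ± 0.16, 238 and 116 reads), at Sdhaf2 on chromosome 19, 10599697 to 10600579 (-1.18 ± 0.16), and at Nrg4 on chromosome 9, 55174638 to 55175309 (-1.13 ± 0.17). The last 2 covered exon sequence at the TSS and sequence beyond the gene, where Cpsf7 and AI118078 also overlapped them. The 3 highest had a GC content of 57.9 to 65.1%, above the 43.9% median of class 5. Errors of named ISs cover counting only, and each was picked as an extreme of its table.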

Values the study reported

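The study reported 52,193 ISs in WT and Rif1-deficient CH12 cells, and about 5% of ISs with a change in read density over 1.5-fold when RIF1 was lost. Its 5 classes of ISs by fold change in that comparison held 7827, 7819, 7824, 7828 and 7817 ISs. For Rif1-deficient cells with a hairpin against LacZ or Mcm6 it reported 129,937 ISs.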

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

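No paired analysis was possible because the tables hold 1 pooled value per condition and no replicate values. For the same reason no replicate was left out and no test of single ISs was made, and lists without scores allowed no stricter peak threshold. Settings that use blocks, divided control reads or reads reduced to the other table's median reads per IS were chosen after seeing the data. So were all alternatives for gene context and chromosomes.

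Of 66 alternatives over 16 results, 36 stayed within the interval or on the same side of the threshold, 28 moved and 2 reversed. Both tests of clustering along the genome and the test of correlation between contrasts kept their direction and side of the threshold under each alternative tried. The alternatives for clustering used 100 permutations, with p = 0.0099 as the smallest they can give.

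The share changed over 1.5-fold in Rif1KO against WT was 0.286% at a 2-fold threshold and 24.1% at a log2 threshold of 0.32, 3.69% with the lower-quartile filter, 4.17% on log2(RPM + 1), 1.72% for ISs called in both conditions, 2.33% with block medians set to the table median and 2.34% outside the blocks. After MCM6 depletion it was 1.02% at a 2-fold threshold and 25.6% at a log2 threshold of 0.32, 3.91% with the filter, 3.50% on log2(RPM + 1) and 2.05% for ISs called in both conditions. It was 9.52% with reads reduced to the median reads per IS of the other table, not to its total reads. The split of higher and lower ISs moved too. In Rif1KO against WT it was 886 and 1055 at 1.5-fold, 38 and 74 at 2-fold, and reversed to 4987 and 4441 at the log2 threshold of 0.32. After MCM6 depletion it was 6231 and 1962 at 1.5-fold, 1259 and 69 at 2-fold, 18522 and 14776 at 0.32, and 8175 and 4190 at reduced depth. Lower depth by itself raised the share after MCM6 depletion, so shares of both contrasts are not comparable without regard to depth. The cause of the other moves was not tested, except that thresholds act by construction.

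Control density against fold change reversed when ranked on treated density, to 0.179 for Rif1KO against WT and 0.0991 after MCM6 depletion, by construction, since the treated value enters the fold change with the opposite sign. With mean density rho was -0.0758 and -0.115, and with divided control reads -0.115 and -0.219. The lower-quartile filter gave -0.325 after MCM6 depletion. The class 1 minus class 5 difference in control density, 0.51 and 0.64, became 0.40 and 0.39 with trend-corrected classes and 0.17 and 0.43 with divided reads.

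Overlaps at 50% of both ISs were 76.9% for WT with Rif1KO, 80.9% for Rif1KO_shLacZ with Rif1KO_shMcm6 and 67.1% for Rif1KO with Rif1KO_shLacZ. The range of autosomal medians in Rif1KO against WT, 0.70, was 0.67 with the filter and 0.59 for ISs called in both conditions. The promoter share of class 1 minus class 5 after MCM6 depletion, 2.01 percentage points, was 3.05 for ISs called in both conditions. The cause of these moves was not tested. At medians of 73 and 82 reads per IS, sampling moved 1.78% of ISs past 1.5-fold in the first table, which limits what single ISs can show.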

Other observations

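The tests on the blocks of chromosomes 10, 15 and 16 against other groups were chosen only after the shifts had been seen. So were the test of the excess of higher ISs at sites found in both tables, and the comparison with remaining signal that is used for counting noise, gene density and GC content below.

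In Rif1KO against WT, fold changes on distal chromosome 10, 2 segments of chromosome 15 and chromosome 16 were shifted as blocks. A response of promoters or gene bodies is argued against, because intergenic ISs shifted as much as genic ones in each block (smallest ratio 0.996). GC content is argued against as well, since at least 84.2% of each shift was kept after the GC trend was removed. A difference in DNA copy number between the cell populations may explain the blocks but was not settled. It predicts a shift that does not depend on density. With ISs in 3 equal parts by density, the shift of the least dense minus that of the most dense differed from 0 by at most 0.089 (log2), where a limit of 0.1 had been set. Outside the blocks, where no block shift acts, this difference was 0.034. Relative to it, the difference was -0.12 on chromosome 10 (interval -0.16 to -0.097), which lay on both sides of that limit, and 0.051 on chromosome 16 (0.023 to 0.078). Both excluded 0. In the proximal and distal blocks of chromosome 15 it was -0.0041 (-0.065 to 0.036) and 0.016 (-0.075 to 0.16), and both included 0. Peak calling in the same libraries could add such a dependence, and no input library was used here to measure copy number directly.

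The chromosome 16 shift was absent from the other cells without RIF1. Relative to ISs outside the blocks, and across tables that were scaled separately, Rif1KO_shLacZ minus Rif1KO was -0.31 on chromosome 16, and Rif1KO_shLacZ minus WT was 0.03. Loss of RIF1 by itself would have to act in both, so it is an unlikely cause there. On distal chromosome 10, taken as a whole, Rif1KO_shLacZ minus Rif1KO was -0.12 and Rif1KO_shLacZ minus WT was -0.58. By that median both sets of cells without RIF1 lay below the WT cells. Within the block, however, ISs of the hairpin contrast became sparse. In windows of 2 Mb they fell from 111 at 105 Mb to 41 at 109 Mb and 23 at 113 Mb. The shallower contrast of Rif1KO against WT had 22, 49 and 38 ISs there. At 121 and 127 Mb both contrasts had the same number, 70 and 85. The block median hides this fall. In the proximal block of chromosome 15, Rif1KO_shLacZ minus Rif1KO was -0.12 and Rif1KO_shLacZ minus WT was 0.33, and in the distal block these were -0.0087 and 0.43. There too, both sets of cells without RIF1 differed from the WT cells in the same direction. Chromosome 12, which has no block, also differed between cells of the same genotype. There Rif1KO_shLacZ minus Rif1KO was 0.15 and Rif1KO_shLacZ minus WT was 0.13. On the other autosomes without a block, Rif1KO_shLacZ minus Rif1KO lay between -0.030 and 0.032. A difference the size of -0.12 thus also arose where no block was found. Each set was compared with the same pooled WT values, so a shift of the WT cells only would give the same result. By these block medians, loss of RIF1, an inherited copy-number difference and a shift of the WT cells cannot be told apart for chromosomes 10 and 15. Each of them predicts a shared difference from WT. The fall in ISs of the hairpin contrast along chromosome 10 was not seen in Rif1KO against WT, and its cause was not tested.

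Counting noise could account for a large part of the changed ISs of Rif1KO against WT once the blocks are set aside. The share over 1.5-fold outside the blocks was 1.31 times the share from sampling. That ratio is under the 1.5 set for this test, yet the share lay above every simulation, which argues against counting noise as the whole cause. PCR copies and differences between the pooled cultures are left open. After MCM6 depletion the ratio was 23.0, which argues against counting noise there.

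Selection by peak calling may account for the excess of higher over lower ISs after MCM6 depletion. At 1.5-fold the ratio of higher to lower was 3.18 over all ISs and 1.73 among ISs called in both conditions, but the latter set depends on the fold change, so it decides nothing. At ISs also found in the table of Rif1KO against WT, the ratio was 0.601. Among the other ISs, weighted to the same density, it was 6.76, so density by itself does not set them apart. Selection and a rise of sites that are little used in cells without the Mcm6 hairpin cannot be told apart, because an IS missing from the other table can be one that is little used in those cells.

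Shared counting noise was tested for the lower control density of ISs that rise. With control reads divided at random into parts, 35.9% of the correlation was kept in Rif1KO against WT and 70.5% after MCM6 depletion. The chromosome intervals of both excluded 0. Counting noise of independent reads is therefore argued against as the whole cause in both contrasts. In the first contrast it may account for most of the correlation. PCR copies of a fragment, and deviations of the control libraries themselves, fall in both parts and stay shared. The division of reads cannot decide on those sources of shared noise. Dividing the reads also adds noise, which can lower both percentages. With density and fold change taken from the same part, rho was -0.405 in the first contrast and -0.352 in the second. Relative to those values, 28.2% and 62.3% were kept. Selection of ISs by peak calling in the same libraries is left open, and no biological explanation was tested.

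Fold changes fell with the number of protein-coding genes nearby in both contrasts. Within deciles of GC content, 58.0% of that correlation was kept in Rif1KO against WT and 69.1% after MCM6 depletion, and it was below 0 in 10 of 10 deciles in each. The mean rho was -0.158 and -0.132. In reverse, within deciles of gene number, the mean rho with GC content was -0.232 in Rif1KO against WT and -0.0946 after MCM6 depletion. GC content thus kept the stronger correlation in the first contrast, and gene number in the second. GC bias of the libraries is argued against as the whole cause but could contribute. Replication timing, which follows gene density, is a candidate explanation that these files leave untested.

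At single shared ISs the correlation of both contrasts, a rho of 0.125, went largely with GC content. After the GC trend was removed from both fold changes, 37.8% of the correlation was kept (rho 0.0473), above the highest of 1000 circular shifts (0.0294). GC content as the whole cause is argued against by that remainder, but a library or PCR bias that follows GC content may account for most of it. A shared response of gene-rich regions would follow GC content too and stays open. For medians of 500 kb windows rho was 0.326, and the GC trend was not removed there.

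The merged table of Rif1KO against WT held 39116 ISs. That is lower than the number of ISs quoted from the study above. The 5 classes of fold change here held 7823 or 7824 ISs each. Those are close to the class sizes quoted above. The study's own 5 classes thus cover a set about the size of the merged table, not the larger number it reported.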
